# Rational design of alcoholic fermentation targeting extracellular carbon

**DOI:** 10.1038/s41538-023-00215-0

**Published:** 2023-07-21

**Authors:** Daisuke Watanabe, Mikiya Kawashima, Naoya Yoshioka, Yukiko Sugimoto, Hiroshi Takagi

**Keywords:** Applied microbiology, Metabolic engineering, Fungal genetics

## Abstract

Breeding yeast strains for industrial alcoholic fermentation requires laborious screening due to the lack of in vivo modification strategies. Here we show that quiescence-specific cell wall thickening via synthesis of a major component, 1,3-β-glucan, critically antagonizes cellular fermentation ability by sequestering the available cytoplasmic carbon sources. This study provides insights into glycolytic control and reports an effective and reliable rational fermentation design.

The current understanding of glycolysis comes from the study of yeast alcoholic fermentation^1^. Glycolytic control is a central issue in cellular metabolism^2^. The robustly optimized glycolytic behavior of yeast, known as the Crabtree effect^3^, hinders the development of breeding technology for altering the alcoholic fermentation capacity. Protein phosphatase 2A (PP2A) complexed with the B55δ-type regulatory subunit (Cdc55p) is solely responsible for the outstanding glycolytic activity of *Saccharomyces cerevisiae* sake yeast strains^4^. High glucose levels activate PP2A^B55δ^ in both yeasts and mammals. In humans, hepatic glucose metabolism triggers PP2A^B55δ^-dependent dephosphorylation of phosphofructokinase-2/fructose-2,6-bisphosphatase, promoting the production of the key glycolytic activator, fructose-2,6-bisphosphate^5,6^. In *S. cerevisiae*, however, its role in the glycolytic control remains questionable^7^. Therefore, the mechanism underlying PP2A^B55δ^-mediated yeast alcoholic fermentation remains unknown.

RNA-seq of *S. cerevisiae cdc55*Δ cells, specifically defective in the PP2A^B55δ^ function, on entry into cellular quiescence at the initial fermentation stage revealed upregulation of stress-responsive genes under the control of redundant transcription factors, such as Msn2p, Msn4p (Msn2/4p), and Gis1p, functionally associated with mammalian FoxO^8^ (Supplementary Fig. 1, Supplementary Tables 1 and 2). 

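BY4741, a haploid laboratory strain of mating type a derived from S288C, and its cdc55Δ derivative were incubated without shaking for 6 h at 30 °C in YPD20 medium, which contains 20% glucose, and 1 library was sequenced per strain. The RNA had been depleted of rRNA and was read from both ends. The authors mapped the reads to the S288C genome with hisat2 and deposited the number of reads on each annotated transcript, without normalization, beside RPKM and TPM values made from the same counts. The deposited table has 6420 features, of which 5995 are mRNAs and 299 are tRNAs. The counts summed to 33233285 in WT and to 30133454 in cdc55Δ. From the counts, log2 fold changes of cdc55Δ over WT were computed after scaling by edgeR's TMM method, with 0.5 added to each count. An interval printed with a gene's log2 fold change is a 95% Clopper-Pearson interval. It covers the counting error of the reads and not the difference between cultures. With 1 library per strain, no difference has a replicate check, and each comparison is of these libraries. Another scaling shifts every log2 fold change by the same amount, at most by -0.04 when upper-quartile normalization replaces TMM. Coordinates are those of the R64 assembly of S288C.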

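CDC55 (YGL190C), which lies on the minus strand of chromosome VII from 145809 to 147389, had 2614 counts in WT and 1 count in cdc55Δ, at least 775-fold lower after scaling. The genes with the largest rises among features with a mean of at least 50 normalized counts were HSP12, GID10, CTT1, RTC3 and SHC1. HSP12 (YFL014W, chromosome VI from 107256 to 107585), which encodes a small heat shock protein of the membrane, rose from 993 to 7977 counts, a log2 fold change of 3.17 (95% interval 3.08 to 3.27). CTT1 (YGR088W, chromosome VII from 654634 to 656322), which encodes the cytosolic catalase, rose from 590 to 2961 counts, a log2 fold change of 2.49 (2.37 to 2.63). Of the genes for UDP-glucose synthesis, PGM2 (YMR105C) rose from 902 to 2522 counts and UGP1 (YKL035W) from 8169 to 12553 counts, log2 fold changes of 1.65 (1.54 to 1.76) and 0.79 (0.75 to 0.83). The intervals of these 4 genes do not overlap, so their order is not set by counting error. The transcription factor genes changed less than HSP12 and CTT1. MSN2 had 948 counts in both libraries, a log2 fold change of 0.17 (0.04 to 0.30), whereas MSN4 had a log2 fold change of 0.99 (0.89 to 1.10) and GIS1 one of 0.65 (0.51 to 0.79).
Gene lists were compared with 10000 random lists of equal size and matched mean expression. The median log2 fold change of HSP12, CTT1, PGM2 and UGP1 was 2.07, at the 100th percentile of the random lists. The paper measured these genes by qRT-PCR in Fig. 1a, and all 4 are in Supplementary Table 1a, which was drawn from these libraries. The median was 1.08 over the 6 genes of UDP-glucose synthesis, 0.71 over 7 genes of trehalose metabolism and 0.94 over 7 genes of glycogen metabolism, each at the 100th percentile. Of these lists, 4, 3 and 3 genes are in Supplementary Table 1a, so these percentiles are not independent of the paper's calls. The UDP-glucose list counts HXK1, HXK2 and GLK1, with log2 fold changes of 1.88, 0.03 and 1.37. Its other members, PGM1, PGM2 and UGP1, had log2 fold changes of 0.11, 1.65 and 0.79. The median over 17 genes of glycolysis and ethanol formation was 0.07, at percentile 74.6, and that over 17 heat shock protein genes was 0.05, at percentile 73.4. The glycolysis list does not hold HXK1, HXK2 and GLK1, and the heat shock protein list does not hold HSP12. From these libraries and Supplementary Tables 1 and 2, the paper concludes that stress-responsive genes controlled by Msn2/4p and Gis1p are upregulated when Cdc55p is lost, and then examines the dependence on Msn2/4p by qRT-PCR and microscopy.

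**Figure D1:**
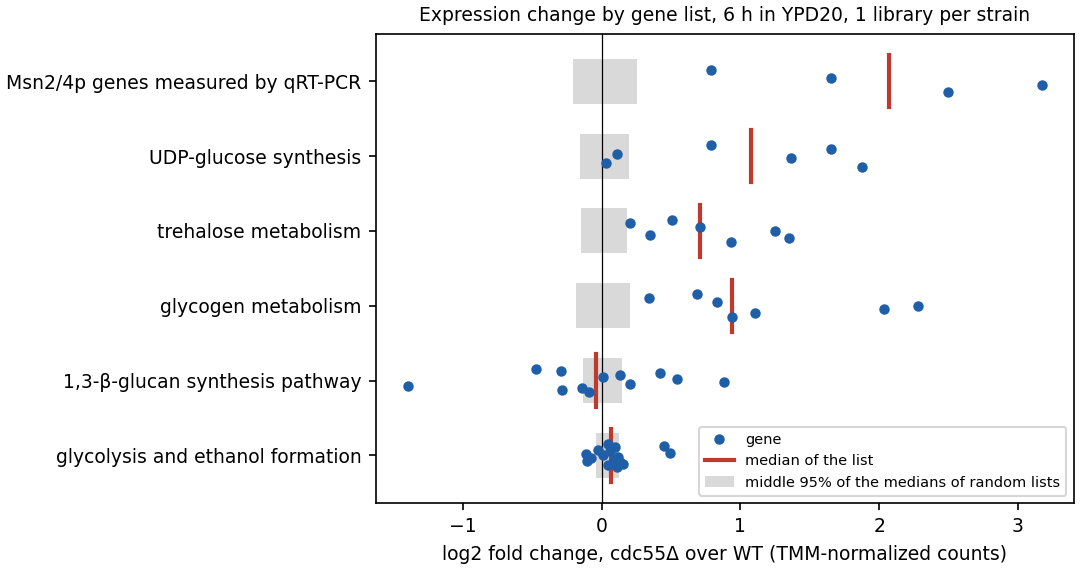
Log2 fold change of cdc55Δ over WT (x axis) for each gene (blue points) of 6 gene lists, with the median of each list (red lines) and the middle 95% of the medians of 10000 matched random lists (grey bars), from 1 library per strain. The medians of the 4 upper lists, from 0.71 to 2.07, lie to the right of the grey bars, and those of the 1,3-β-glucan and glycolysis lists, -0.04 and 0.07, lie within them.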

Loss of Cdc55p led to a significant increase in the expression of these genes in an Msn2/4p-dependent manner (Fig. 1a, b, Supplementary Fig. 2). This was unexpected because loss of Cdc55p reduces the acute stress-responsive expression of identical genes in exponentially proliferating cells (Supplementary Fig. 3)^9^. Therefore, PP2A^B55δ^ exhibits opposing effects in Msn2/4p activation in the quiescence and proliferation phases (Supplementary Fig. 4). Deletion of *MSN2/4* genes in the *cdc55*Δ background almost fully recovered the poor fermentation phenotype (Fig. 1c and Supplementary Fig. 5), suggesting that Msn2/4p is a major glycolytic inhibitor.

**Fig. 1:**
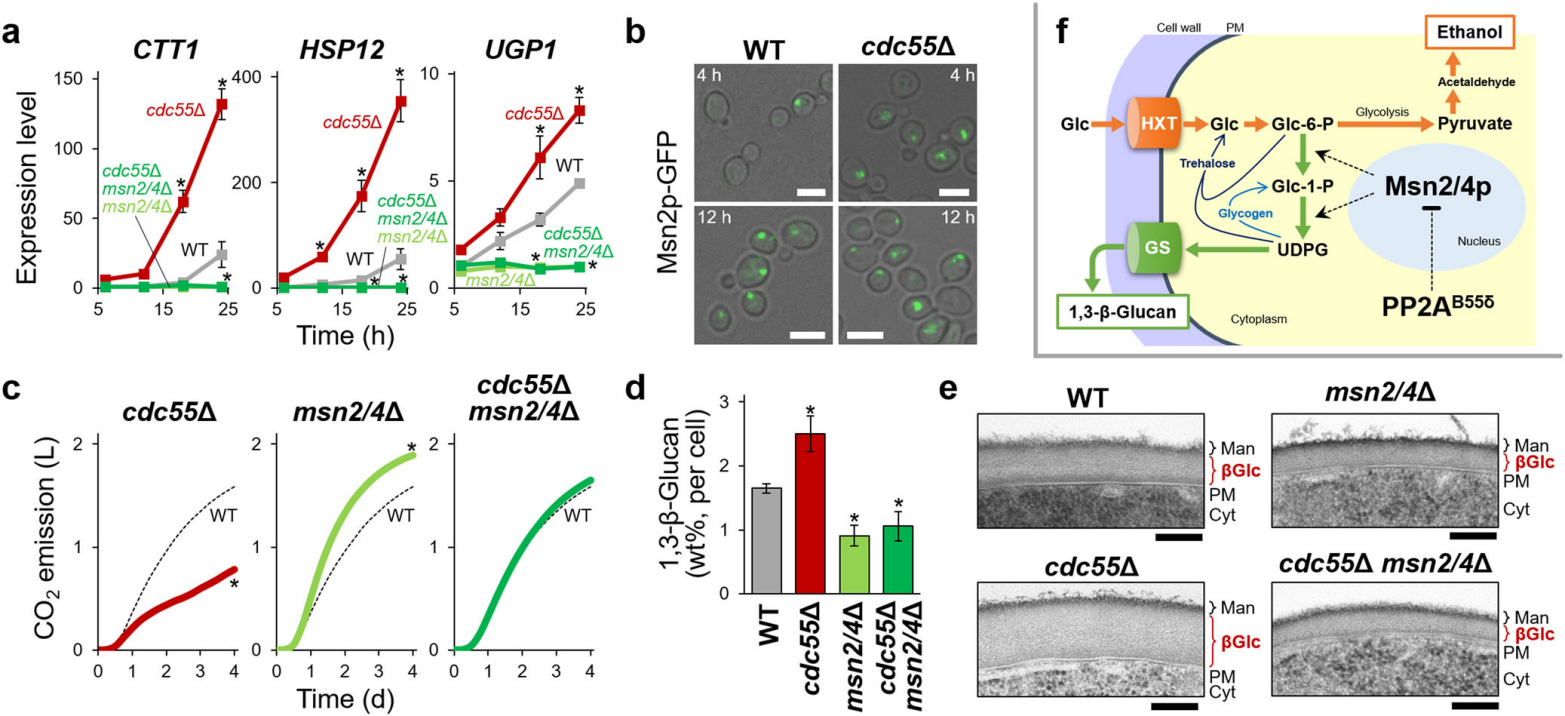
Yeast PP2A^B55δ^ positively regulates alcoholic fermentation via inhibiting Msn2/4p-dependent cell wall thickening. **a** Loss of PP2A^B55δ^ (*cdc55*Δ) enhances the expression of Msn2/4p-targeted genes at the early stage of fermentation. The y axis stood for the relative expression levels in comparison to the wild-type 6 h samples. The values are the means and standard deviations of three independent experiments. **b** *cdc55*Δ　enhances nuclear localization of Msn2p-GFP at the early stage of fermentation. Bars, 5 μm. **c** The low fermentation capacity of *cdc55*Δ cells is mostly dependent on Msn2/4p. WT, wild type. (**d, e**) *cdc55*Δ enhances Msn2/4p-dependent 1,3-β-glucan synthesis. **d** Cellular 1,3-β-glucan levels at 24 h after inoculation. The values are the means and standard deviations of three independent experiments. **e** TEM observation of yeast cells at 24 h after inoculation. Man, mannoproteins; βGlc, β-glucan layer; PM, plasma membrane; Cyt, cytoplasm. Bars, 100 nm. **f** Hypothetical model of extracellular carbon sequestering via PP2A^B55δ^ and Msn2/4p. Glc glucose, Glc-6-P glucose-6-phosphate, Glc-1-P glucose-1-phosphate, UDPG UDP-glucose, HXT hexose transporter, GS 1,3-β-glucan synthase. Asterisks denote values that are statistically different from WT, as determined using Student’s *t-test*, *p* < 0.05.

Msn2/4p upregulates genes of the UDP-glucose synthesis pathway, which directly branches from glycolysis via glucose-6-phosphate^10^. UDP-glucose is mostly used as a substrate for the biosynthesis of trehalose, glycogen, and 1,3-β-glucan in *S. cerevisiae*. Cytoplasmic trehalose and glycogen shunts are transiently activated upon acute stress or quiescence entry; therefore, deletion of neither trehalose nor glycogen synthesis genes contributes positively to alcoholic fermentation^11^. In contrast, 1,3-β-glucan accumulates during the fermentation period and its extracellular degradation does not immediately refuel glycolysis. Thus, 1,3-β-glucan synthesis in quiescent cells may be involved in metabolic control through the discharge of fermentable carbon sources into the extracellular space. Cell wall quantification (Fig. 1d) and transmission electron microscopy (Fig. 1e) revealed marked 1,3-β-glucan thickening in fermenting *cdc55*Δ cells and its complete absence in *cdc55*Δ *msn2/4*Δ cells, inversely correlated with the fermentation rates. Therefore, hyperactivated 1,3-β-glucan synthesis is responsible for the poor fermentation phenotype of *cdc55*Δ cells.

The 1,3-β-glucan synthesis pathway in *S. cerevisiae*, defined in proliferative cells, comprises the cell wall sensor, Wsc1p, guanine nucleotide exchange factor Rom2p, and regulatory (Rho1p) and catalytic (Fks1/2p) subunits of 1,3-β-glucan synthase^12^. Quantification of 1,3-β-glucan in fermenting cells revealed a similar pathway; however, the responsible cell wall sensors were homologous Wsc3/4p (Fig. 2a). Expression of the *WSC3/4* genes was significantly induced under the control of Msn2/4p (Supplementary Fig. 6), indicating that Wsc3/4p is a quiescence-specific cell wall sensor (Supplementary Fig. 7). Deletion of *WSC3*, *WSC4*, *ROM2*, *FKS1*, or *FKS2*, but not *wsc1*Δ, significantly increased the fermentation rate (Fig. 2b and Supplementary Fig. 8, 9). Therefore, cell wall 1,3-β-glucan has a pivotal role in carbon/energy storage in *S. cerevisiae*.

**Fig. 2:**
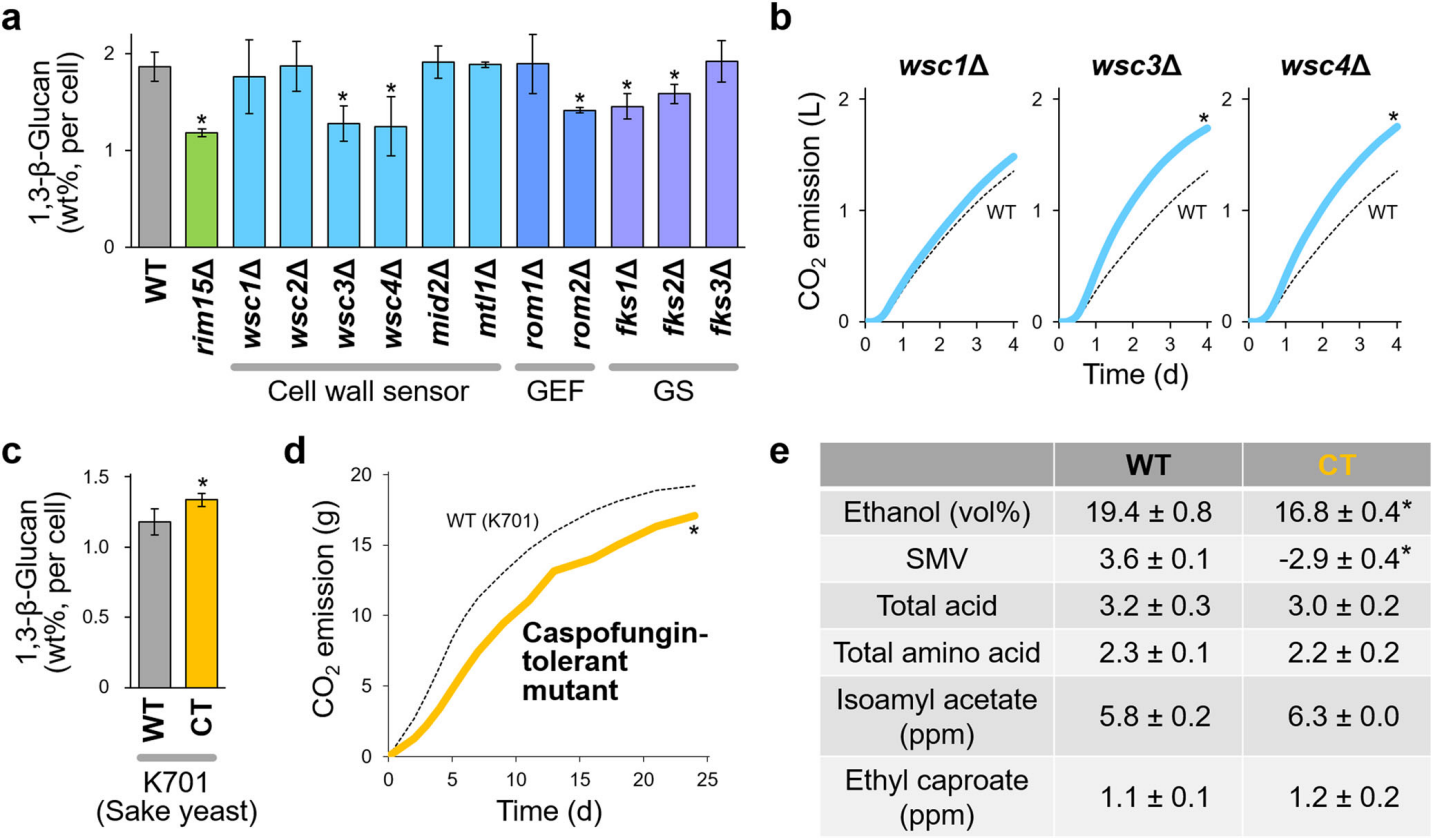
Rational fermentation design targeting 1,3-β-glucan synthesis. **a** Identification of the 1,3-β-glucan synthetic pathway during alcoholic fermentation, based on cellular 1,3-β-glucan levels at 24 h after inoculation. GEF, guanine nucleotide exchange factor for Rho1p; GS, catalytic subunit of 1,3-β-glucan synthase. The values are the means and standard deviations of three or more independent experiments. The deletion of *RHO1*, the sole regulatory subunit of 1,3-β-glucan synthase, was not tested here due to lethality. **b** Improvement of fermentation capacity by deleting the 1,3-β-glucan synthetic pathway genes. WT, wild type. **c**–**e** Non-GM yeast strain designed for low-alcohol sake making. **c** Cellular 1,3-β-glucan levels at 24 h after inoculation. The values are the means and standard deviations of three independent experiments. **d** Fermentation capacity during sake fermentation. **e** Sake parameters after fermentation was completed. Sake meter value (SMV) corresponds to the density of sake; positive and negative values indicate that the density is lower and higher than water, respectively. WT wild type, CT caspofungin-tolerant mutant. Asterisks denote values that are statistically different from WT, as determined using Student’s *t-test*, *p* < 0.05.

To address fermentation design without genetic modification (GM) techniques, ethylmethanesulfonate-mutagenized mutants of the laboratory strain, X2180 and the industrial sake yeast strain, K701, which had acquired a high tolerance against caspofungin, a lipopeptide antifungal 1,3-β-glucan synthase inhibitor^13^, were obtained (Fig. 2c). These caspofungin-tolerant mutants exhibited slower fermentation rates (Fig. 2d, Supplementary Fig. 10, 11) and lower ethanol yields than the parental strains (Fig. 2e). The mutation did not significantly affect other major sake parameters (e.g. total acid and amino acid affecting the taste and ester compounds affecting the aroma) in the sake brewing test. Post-fermentation physical processes, such as vacuum distillation and reverse osmosis, are widely used to industrially reduce ethanol in alcoholic beverages to meet quality, financial, or health demands^14,15^. The fermentation design developed for *S. cerevisiae* successfully altered ethanol content without affecting the overall sensory balance and quality of alcoholic beverages. We also note that a non-GM mutant less tolerant to caspofungin achieved a further higher fermentation rate than K701; this finding could be promising for efficient bioethanol production (Supplementary Fig. 12).

The economic importance of alcoholic fermentation is acceleratingly increasing in terms of not only brewing/winemaking but also industrial production of biofuels and non-fuel ethanol. However, sufficient attention has not been paid to fermentation performance of individual yeast cells so far. Our study identified yeast cell wall as an untouched carbon reservoir to be rationally modified for improving the cost and efficiency of ethanol production. This idea could have important implications for any kind of bioproduction using polysaccharide-enveloped microorganisms, such as fungi, algae, and bacteria^16,17^. Cell wall-targeted carbon metabolic engineering is a challenge for efficient and sustainable biomanufacturing. Our goal is deep understanding the whole map of the regulatory mechanism for alcoholic fermentation in *S. cerevisiae*. Since we expect that various molecular mechanisms are involved, truly “rational design” should be possible by integrating our understanding of these mechanisms. We believe that this study is the key first step toward that end.

## Methods

### Yeast strains

*Saccharomyces cerevisiae* laboratory strain BY4741 and its single-deletion mutants, *wsc1*Δ, *wsc2*Δ, *wsc3*Δ, *wsc4*Δ, *mid2*Δ, *mtl1*Δ, *rom1*Δ, *rom2*Δ, *fks1*Δ, *fks2*Δ, and *fks3*Δ, were obtained from the European *Saccharomyces cerevisiae* Archive for Functional Analysis (Euroscarf), Germany. Disruption of the *MSN2/4* genes in BY4741 was performed using a PCR-based method^18^ with the gene-specific primer pairs, MSN2 + URA3-Fw (5'-GTA TCT TCC TCA TAT TTT TCG GGA AGA TCA CAA CAG TAG CAA GGT ATT TCA TAC GCC AAG AGG CTA CGA TTC GGT AAT CTC CGA G-3')/MSN2 + URA3-Rv (5'-AAC AAT AAG CCG TAA GCT TCA TAA GTC ATT GAA CAG AAT TAT CTT ATG AAG AAA GAT CTA CGA ATT AGT AAT AAC TGA TAT AAT TAA ATT G-3') and Fw Dmsn4-kanMX (5'-TTC GGC TTT TTC TTT TCT TAT TAA AAA CAA TAT AAT GGG TAA GGA AAA GAC TCA-3')/Rv Dmsn4-kanMX (5'-TAG CTT GTC TTG CTT TTA TTT GCT TTT GAC CTT ATT TTT AGA AAA ACT CAT CGA GCA-3') to generate BY4741 *msn2*Δ*::URA3 msn4*Δ*::kanMX* (BY4741 *msn2/4*Δ). The BY4741 *MSN2-GFP::HIS3* strain was kindly provided by Prof. Ted Powers (Department of Molecular and Cellular Biology, University of California, Davis). Disruption of *CDC55* or *RIM15* was performed as previously described^4^. Yeast cells were grown in YPD medium (1% yeast extract, 2% peptone, and 2% glucose) at 30 °C.

Sake yeast strain Kyokai no. 701 (K701) was provided by the Brewing Society of Japan (SBJ). To isolate the caspofungin-tolerant sake yeast strain, K701 was grown in YPD medium at 30 °C upto the stationary phase; 2.5 mL of cell suspension was mixed with 125 μL of 5% ethyl methanesulfonate in phosphate buffer (pH 7.0). After 60 min, 2.6 mL of 10% sodium thiosulfate was added to stop mutagenesis. The cells were collected, washed twice with sterile water, and plated on YPD agar plates containing 5 μg/mL caspofungin. The plates were incubated at 30 °C; a robustly growing colony was isolated as a caspofungin-tolerant mutant strain.

### RNA-seq analysis

BY4741 wild-type and *cdc55*Δ cells were precultured in YPD medium overnight at 30 °C, inoculated into 50 mL of YPD20 medium (1% yeast extract, 2% peptone, and 20% glucose) at a final optical density at a wavelength of 600 nm (OD_600_) of 0.1, and then further incubated at 30 °C without shaking for 6 h. Then, the cells were collected, immediately frozen in liquid nitrogen, and subjected to total RNA extraction and RNA-seq analysis in the Bioengineering Lab. Co., Ltd. (Sagamihara, Japan). Total RNA was extracted using RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. The integrity of total RNA was assessed via a 5200 Fragment Analyzer System (Agilent) run using the Agilent HS RNA Kit (Agilent), and only RNAs with RNA integrity numbers (RIN) above 9.5 were used for subsequent treatments and sequencing. After rRNA depletion using riboPOOL (siTOOLs Biotech), circularized DNA libraries were prepared using MGIEasy RNA Directional Library Prep Set (MGI Tech) and MGIEasy Circularization Kit (MGI Tech), and then sequenced using a DNBSEQ-G400 sequencer (MGI Tech). Approximately 30 million pair-end reads (2 × 100 bp) were sequenced for each sample. 

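Each library's deposited counts, summed over all features, came close to that depth or above it. mRNAs held 80.6% of the counts in WT and 81.6% in cdc55Δ, and non-coding RNAs other than tRNA and rRNA held 19.2% and 18.2%. The most abundant feature was SCR1, the RNA of the signal recognition particle, with 6.92% of the counts in WT and 5.98% in cdc55Δ. rRNA, against which the libraries had been depleted, held 0.0776% and 0.125%. The median feature had 1258 counts in WT and 1130 in cdc55Δ, and 6108 and 6055 features had at least 10 counts. At these depths a feature without counts can still hold a share of up to 9.03e-06% of the WT counts or 9.96e-06% of the cdc55Δ counts, the share of 3 counts.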

Raw sequences were demultiplexed using Cutadapt. The sequencing reads were mapped to the *S. cerevisiae* S288C reference genome using hisat2 (ver. 2.2.1). After normalization using iDEGES^19^, differentially expressed genes (DEGs; cutoff *q*-value < 0.05) were identified using the R package edgeR^20^. 

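Iterated DEGES normalization, written after its published steps with 3 rounds, and edgeR's exact test were applied to the deposited counts. edgeR cannot estimate a dispersion from replicates here, and the paper's text does not name how it was set. A common dispersion, a choice made here, was estimated from the difference between the libraries, at 0.0123, a biological coefficient of variation of 0.111. With a q-value threshold of 0.05 over 6420 features, 193 were called higher and 93 lower in cdc55Δ. All 78 genes of Supplementary Table 1a were among the 193. The counts are the paper's own, and this dispersion lies below the lowest that its p-values imply for the genes read, 0.01315. The overlap is therefore no independent check. The 193 and 93 calls compare the libraries and not the strains, because the spread between cultures of a strain was not measured. The number of calls moved most with the coefficient of variation. Fixed at 0.2 it left 42 higher and 25 lower, with 33 of the 78 genes and without MSN4, UGP1 and WSC4, and fixed at 0.4 it left 0 higher and 2 lower. On simulated tables with 200 changed genes, the procedure called 100% of the genes changed 3-fold or more, 76.8% of those changed 2-fold and a mean of 4.6 unchanged features per table. The simulated counts were drawn with the common dispersion estimated here, and the changed genes had a mean of at least 50 normalized counts. These rates therefore hold only where a common dispersion applies, and they do not test that choice.

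**Figure D2:**
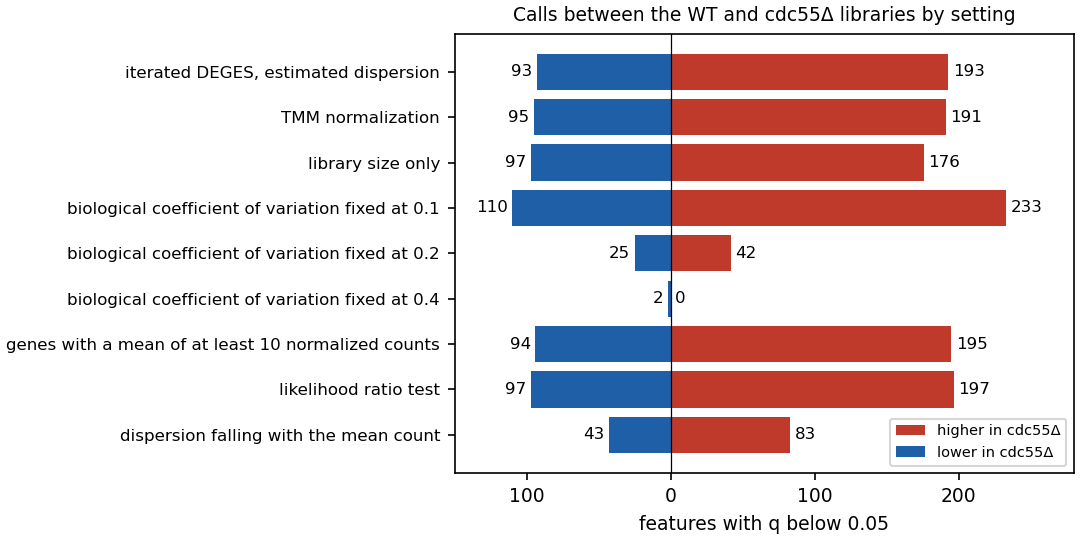
Number of features with a q-value under 0.05 between the WT and cdc55Δ libraries (x axis), higher in cdc55Δ to the right and lower to the left, for 9 settings of normalization, dispersion, count minimum and test (y axis). The calls range from 233 higher and 110 lower at a coefficient of variation of 0.1 to 0 higher and 2 lower at 0.4, and the setting in the lowest bar, with 83 and 43, was chosen after seeing the data, in a form taken from the paper's p-values.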

The gene expression data are shown as reads per kilobase of transcript per million mapped reads (RPKM).

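The deposited RPKM values were checked against the counts and lengths, and each equals the count per kilobase of the listed length and per unit of all counts in the library. rRNA, tRNA and SCR1 are therefore part of the denominator. HSP12 was listed at an RPKM of 90.5 in WT and 802 in cdc55Δ, and CTT1 at 10.5 and 58.2. PGM2 rose from 15.9 to 48.9 and UGP1 from 164 to 278. ACT1, the reference gene of the qRT-PCR analysis, was at 932 and 926. CDC55 was at 49.8 in WT and at 0.021 in cdc55Δ, where the value comes from a single read count. RPKM scales each library by its total alone, which by itself shifts a log2 fold change by -0.03 against TMM, and adds no prior count.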

### qRT-PCR analysis

To test gene expression under acute stress, yeast cells were pre-cultured in YPD medium overnight at 30 °C, inoculated into 60 mL of YPD medium at a final OD_600_ of 0.1, and further incubated at 30 °C with vigorous shaking until the OD_600_ reached ~1.0. Half of the cell suspension was treated with high osmotic stress (0.4 M NaCl) for 30 min. To test gene expression under fermentative conditions, yeast cells were precultured in YPD medium overnight at 30 °C, inoculated into YPD20 medium at a final OD_600_ of 0.1, and further incubated at 30 °C without shaking for 24 h. Then, the cells were collected, immediately frozen in liquid nitrogen, and subjected to total RNA extraction using an RNeasy mini kit (Qiagen). cDNA was synthesized using a high-capacity cDNA reverse transcription kit (Applied Biosystems). Each PCR mix (25 μL) contained cDNA (10 ng), 0.1 M primers, and 12.5 μL PCR master mix (2x SYBR Green qPCR master mix; Thermo Fisher Scientific). The primers pairs used are listed in Supplementary Table 3. Gene-specific quantitative real-time PCR (qRT-PCR) was performed on a LightCycler 96 system (Roche Diagnostics). Delta cycle threshold (Δ*C*_*T*_) values were calculated by subtracting the Δ*C*_*T*_ value of the *ACT1* gene from the Δ*C*_*T*_ value for each target gene. Fold-changes were calculated using the 2^-ΔΔ*CT*^ method^21^.

### Fluorescent microscopy

BY4741 wild-type or *cdc55*Δ strain expressing Msn2p-GFP was pre-cultured in YPD medium overnight at 30 °C, inoculated into YPD20 medium at a final OD_600_ of 0.1, and further incubated at 30 °C without shaking for 24 h. Collected cells were immediately observed under a fluorescent microscope Axiovert 200 M (Carl Zeiss) for GFP signal. Images were captured with a HBO 100 Microscope Illuminating System (Carl Zeiss) digital camera.

### Fermentation tests

To determine the fermentation rates in YPD20 medium, yeast cells were precultured in YPD medium at 30 °C overnight, inoculated into 50 mL of YPD20 medium at a final OD_600_ of 0.1, and then further incubated at 30 °C without shaking. Fermentation progression was monitored continuously by measuring the volume of evolved carbon dioxide gas using a Fermograph II apparatus (Atto). To determine fermentation rates during sake making, a single-step sake mash was prepared by mixing 36.4 g pregelatinized rice, 9.6 g dried koji (rice cultivated with *Aspergillus oryzae*), 50 μL of 90% lactic acid, and 87 mL water containing yeast cells at a final OD_600_ of 1.0; this was incubated at 15 °C for 24 d without shaking. Fermentation was monitored continuously by measuring the weight loss of sake mash. Ethanol concentrations and other sake parameters were determined using the standard methods established by the National Tax Agency of Japan (Official Analysis Method of National Tax Agency (in Japanese)).

### Quantification of 1,3-β-glucan

Yeast cell wall 1,3-β-glucan was quantified using a β-glucan assay kit (yeast and mushroom; Megazyme), according to the manufacturer’s protocol. All data were normalized to the wet weight of the cell pellets.

### TEM

Electron microscopy was performed by Tokai Electron Microscopy, Inc. (Nagoya, Japan) based on a rapid freezing and freeze-fixation method. Yeast cell pellets sandwiched between copper disks were quickly frozen in liquid propane at −175 °C and then treated with 2% glutaraldehyde, 1% tannic acid in ethanol, and 2% distilled water at -80 °C for 48 h. The samples were dehydrated using anhydrous ethanol, infiltrated with a 1:1 mixture of propylene oxide and resin (Quetol-651; Nisshin EM Co., Tokyo, Japan) at room temperature for 3 h, then infiltrated with 100% Quetol-651 at room temperature for 3 h, followed by polymerization at 60 °C for 48 h. The polymerized resins were ultra-thin-sectioned at a thickness of 70 nm using an ultramicrotome (Ultracut UCT; Leica). The sections were placed on copper grids, which were subjected to staining with 2% uranyl acetate for 15 min and with lead stain solution (Sigma-Aldrich) for 3 min. The samples were observed using a transmission electron microscope (JEM-1400 Plus; JEOL). Images were acquired using a charge-coupled device (CCD) camera (EM-14830RUBY2; JEOL).

### Statistical analysis

The results are presented as the mean ± standard deviation of three or more independent experiments. Statistical significance was evaluated using Student’s *t*-test. *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All sequences determined in the RNA-seq analysis of BY4741 wild-type and *cdc55*Δ cells were deposited in the NCBI GEO repository under accession number GSE220072.

# Supplementary material for: Rational design of alcoholic fermentation targeting extracellular carbon
**Source:** NPJ Sci Food. 2023 Jul 21;7:37. doi: 10.1038/s41538-023-00215-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure 1 (Watanabe *et al.*)

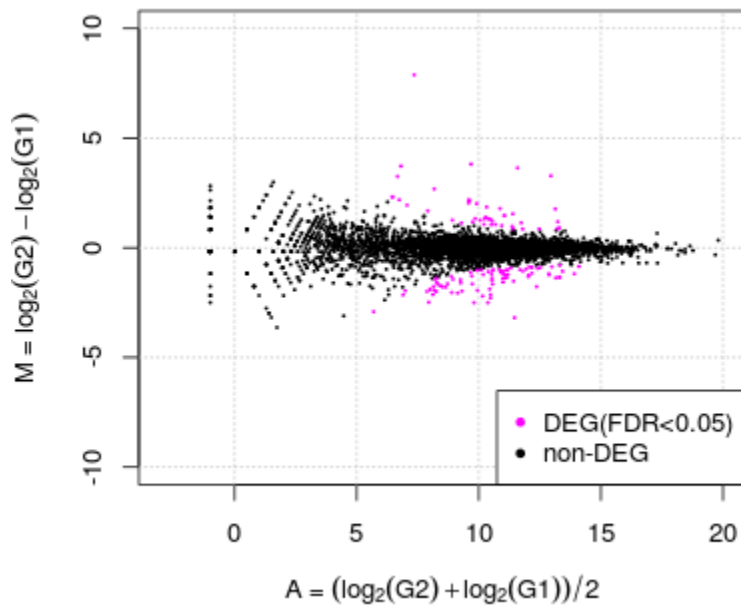

**Supplementary Figure 1** Distribution of differentially expressed genes (DEGs) between WT and *cdc55*Δ in the early stage of alcoholic fermentation. The MA plot shows the pairwise comparison between the samples. DEGs ( $q$ -value < 0.05) are highlighted in pink. G1 and G2 correspond to the expression levels of WT and *cdc55*Δ samples, respectively.

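The log2 fold changes behind such a plot spread over both directions. Of 5705 features with a mean of at least 50 normalized counts, 109 were at least 2-fold higher and 59 at least 2-fold lower in cdc55Δ, and 104 and 58 of these were nuclear protein-coding genes. The middle 95% of the log2 fold changes lay between -0.63 and 0.89. The count minimum moved the 2-fold counts most among the choices other than the threshold itself. Without a minimum, 170 features were higher and 163 lower, and 35 and 65 of these had at most 3 counts in a library, where a fold depends on the added 0.5. The 5 largest falls were those of CDC55, the tRNA-Asp gene YNCL0008W, PHO12, SPL2 and FET3. GID10 (YGR066C), the rise of second rank, had 20 counts in WT and 133 in cdc55Δ, and its log2 fold change of 2.87 has a wide interval, from 2.22 to 3.66. RTC3 rose from 398 to 1997 counts and SHC1 from 111 to 550 counts, log2 fold changes of 2.49 and 2.47 that cannot be ranked within counting error. At least 4-fold apart were 14 features that rose and 16 that fell.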

## Supplementary Figure 2 (Watanabe *et al.*)

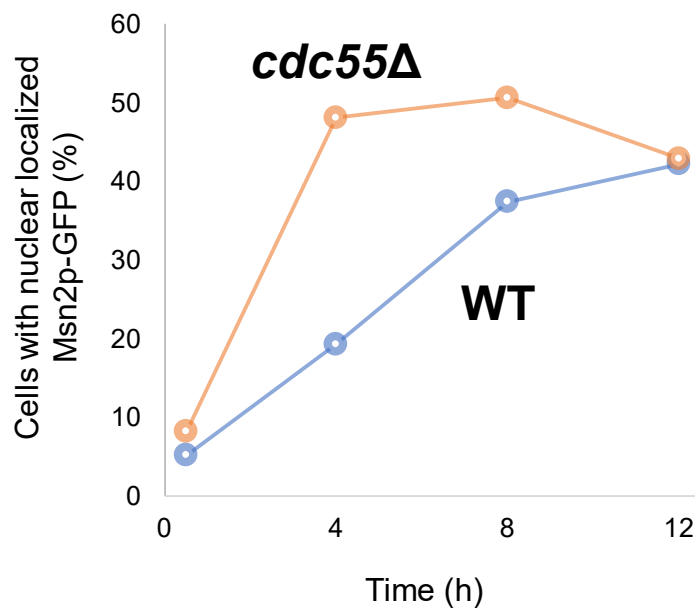

**Supplementary Figure 2** *cdc55Δ* enhances nuclear localization of Msn2p-GFP at the early stage of alcoholic fermentation. More than 100 wild-type (blue) or *cdc55Δ* (orange) cells expressing Msn2p-GFP were observed under fluorescent microscope.

## Supplementary Figure 3 (Watanabe *et al.*)

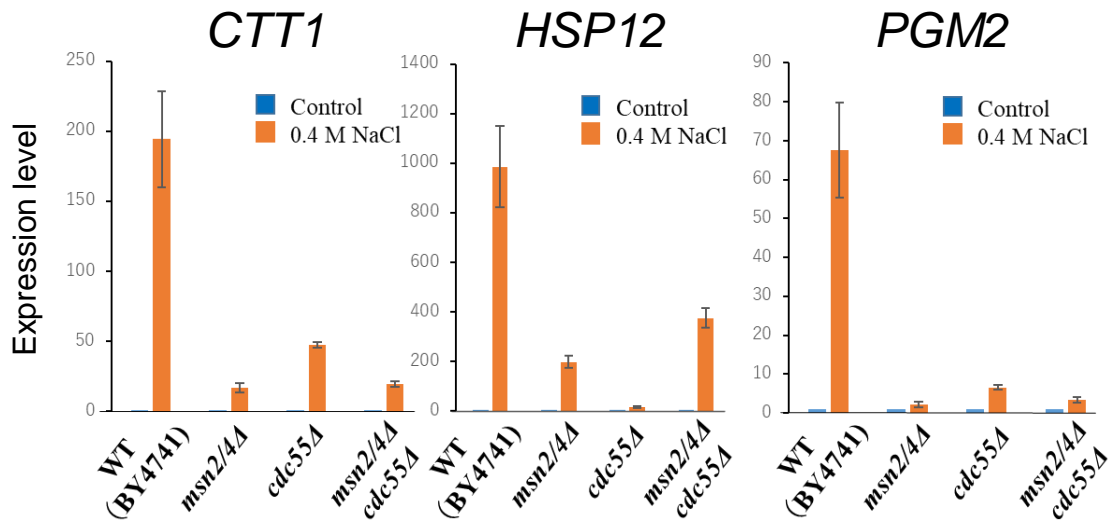

**Supplementary Figure 3** *cdc55Δ* decreases expression levels of the Msn2/4p-targeted genes under acute stress. Cells were treated with high osmotic stress and were subjected to qRT-PCR analysis. The expression levels of stressed cells (orange bars) were normalized by those of unstressed cells (blue bars). The values are the means and standard deviations of three independent experiments.

## Supplementary Figure 4 (Watanabe *et al.*)

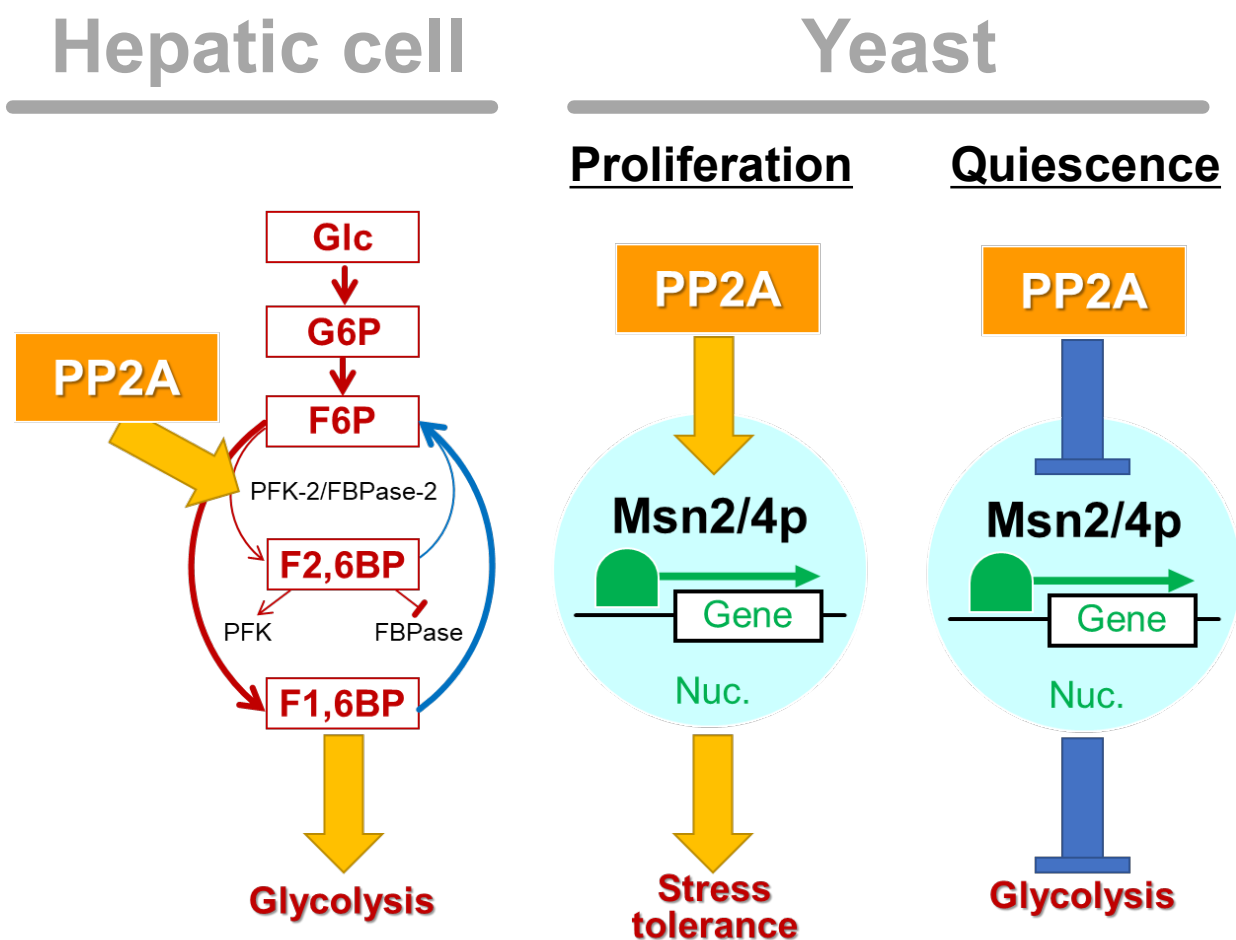

**Supplementary Figure 4** Yeast PP2A<sup>B55δ</sup>'s dual opposite roles toward Msn2/4p between proliferation and quiescence phases. In hepatic cells, PP2A<sup>B55δ</sup> activates glycolysis by promoting production of fructose-2,6-bisphosphate. In yeast *S. cerevisiae*, PP2A<sup>B55δ</sup> activates glycolysis through inactivating Msn2/4p. This is intriguing because in proliferating yeast cells, PP2A<sup>B55δ</sup> activates Msn2/4p in response to acute environmental changes to enhance stress tolerance.

## Supplementary Figure 5 (Watanabe *et al.*)

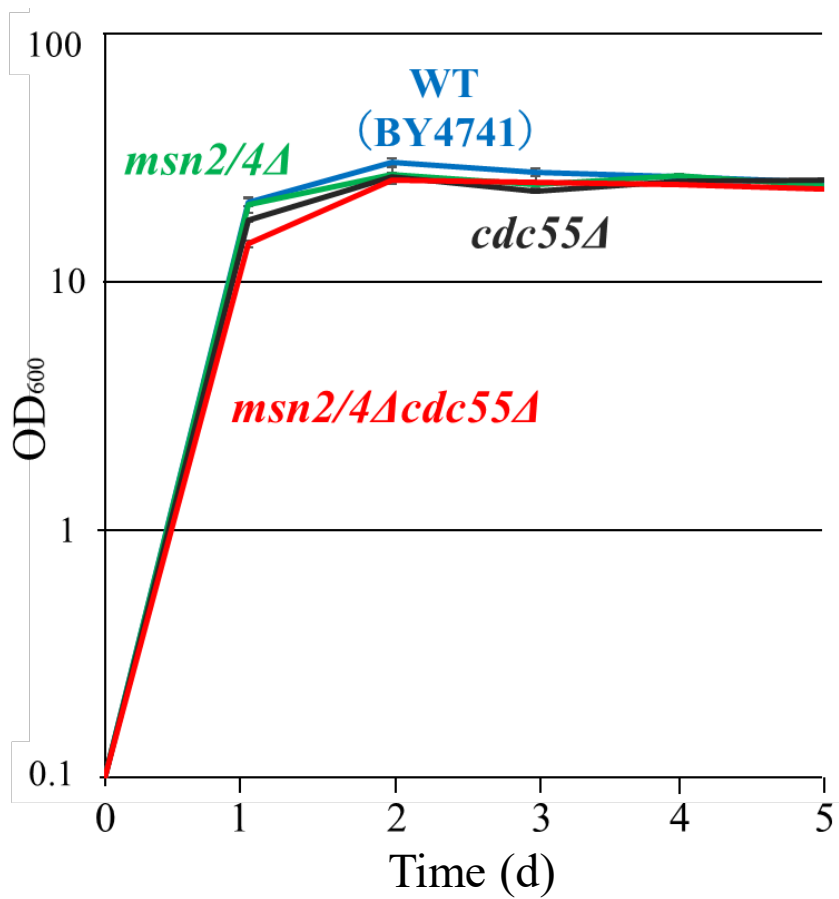

**Supplementary Figure 5** Neither *cdc55Δ* nor *msn2/4Δ* does not alter yeast growth during alcoholic fermentation. The values are the means and standard deviations of three independent experiments.

# Supplementary Figure 6 (Watanabe et al.)

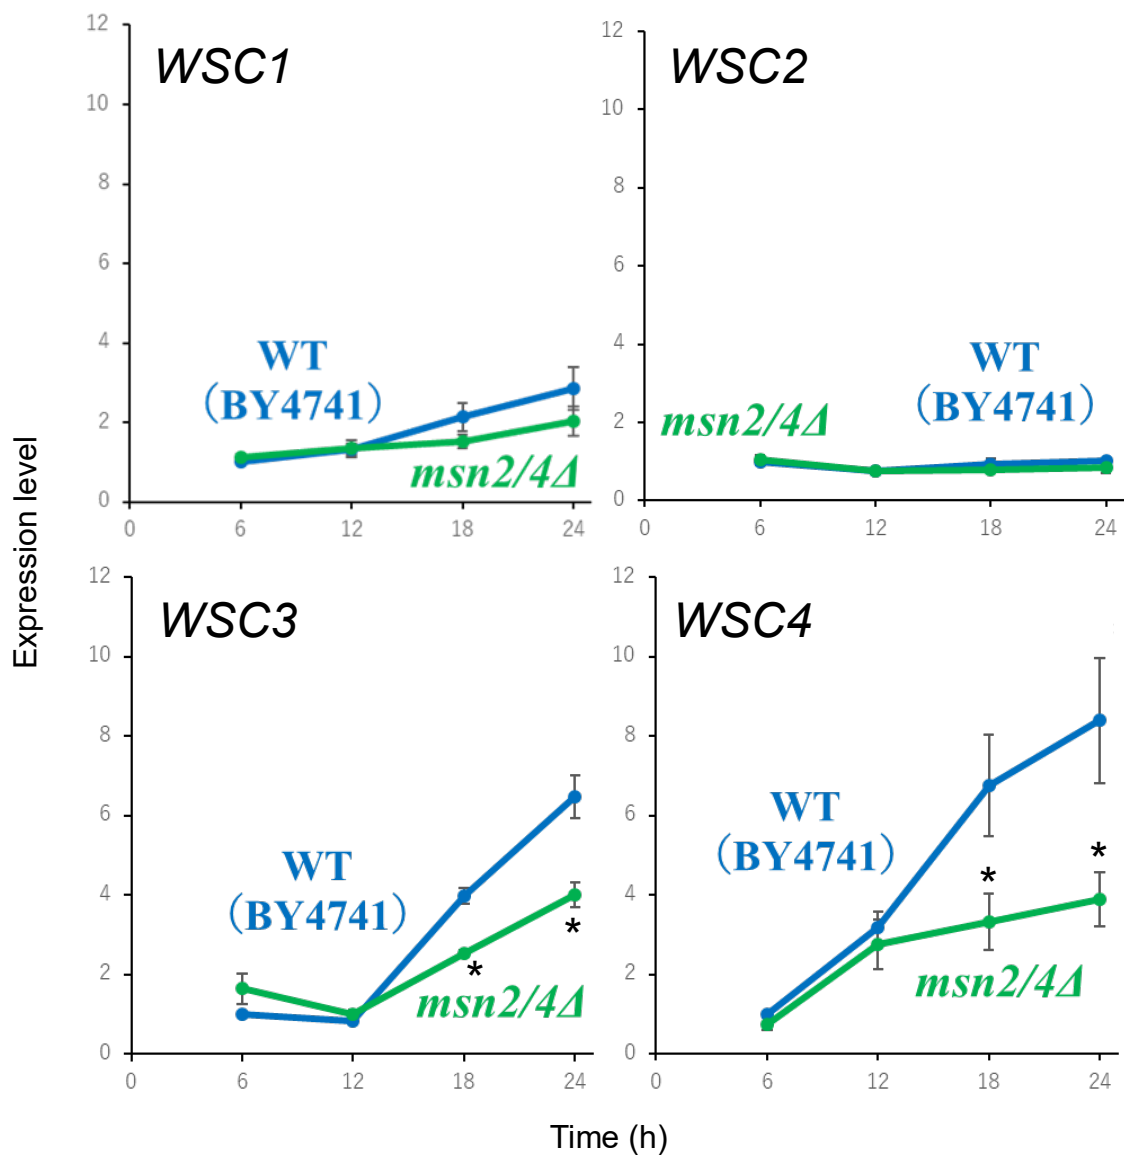

**Supplementary Figure 6** Expression of the *WSC3* and *WSC4* genes is induced at the initial stage of alcoholic fermentation in an Msn2/4p-dependent manner. The expression levels were normalized by those of WT/6 h samples. Asterisks denote values that are statistically different from WT as determined by Student's *t* test,  $p < 0.05$ . The values are the means and standard deviations of three independent experiments.

## Supplementary Figure 7 (Watanabe *et al.*)

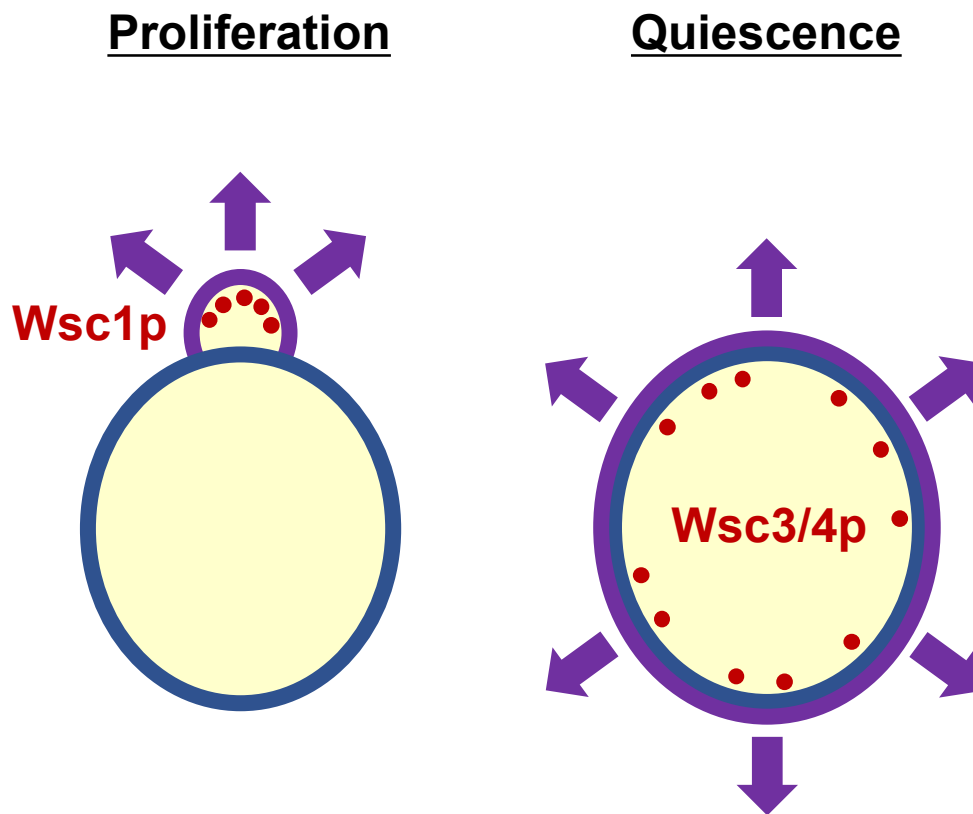

**Supplementary Figure 7** Hypothetical model on different roles of Wsc1p and Wsc3/4p as cell wall sensors. At proliferative stage, 1,3- $\beta$ -glucan synthesis specifically occurs at the budding or growing sites of the cell in a Wsc1p-dependent manner. In contrast, upon the entry into quiescence, cell wall evenly thickens to increase physical strength of the cell via the function of Wsc3/4p.

## Supplementary Figure 8 (Watanabe *et al.*)

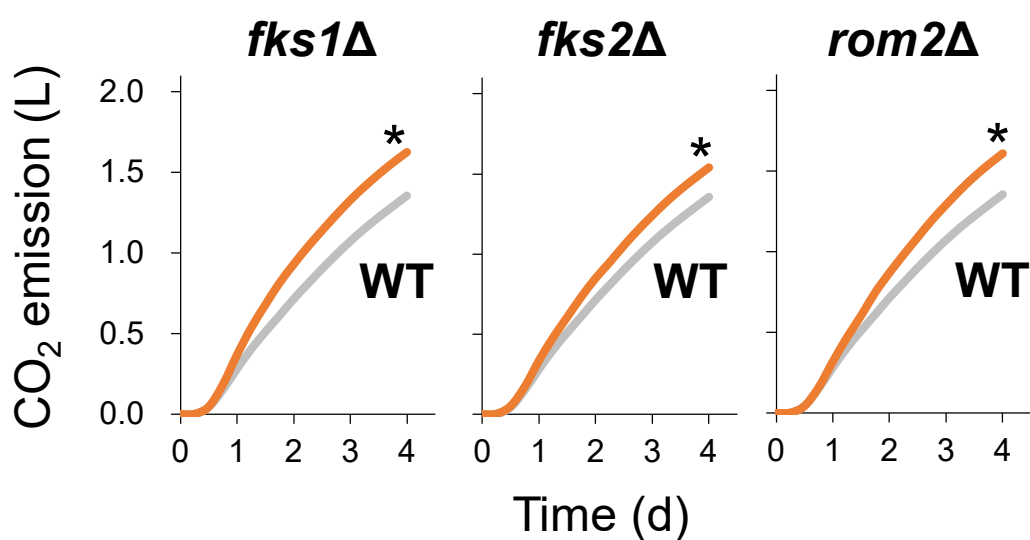

**Supplementary Figure 8** Improvement of fermentation capacity by deleting the 1,3- $\beta$ -glucan synthetic pathway genes. Asterisks denote values that are statistically different from WT as determined by Student's *t* test,  $p < 0.05$ .

# Supplementary Figure 9 (Watanabe *et al.*)

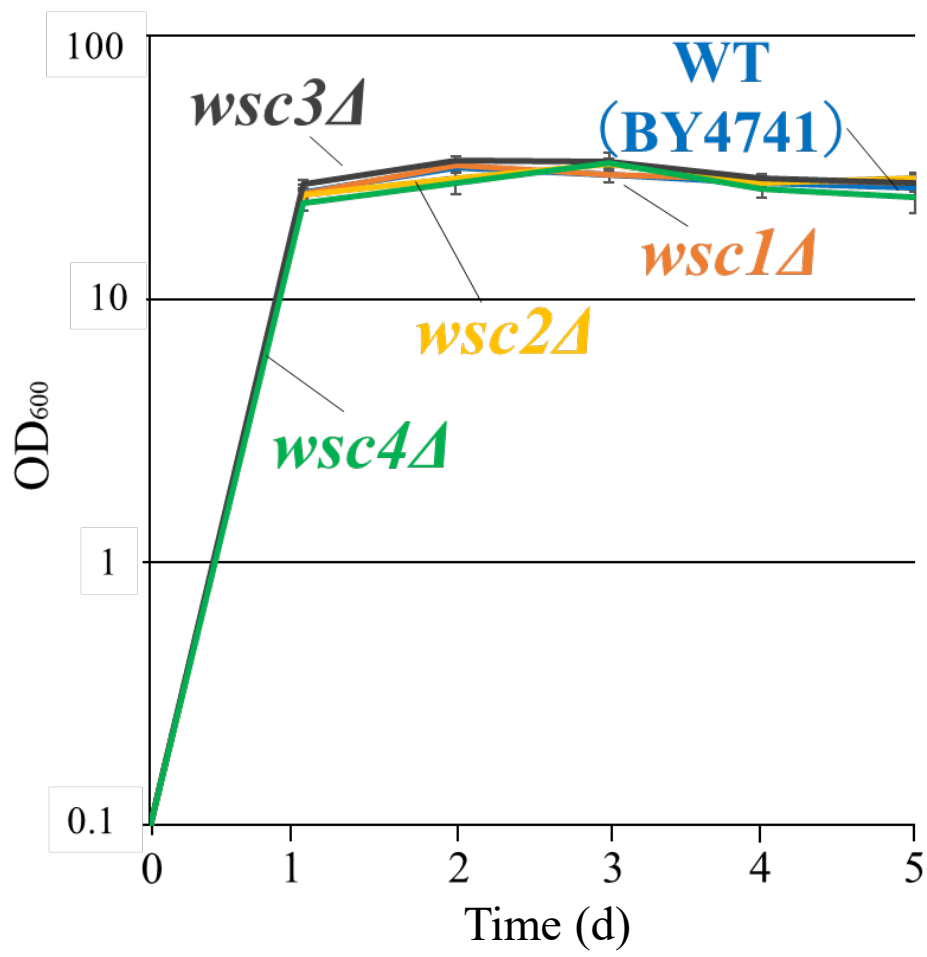

**Supplementary Figure 9** None of the *wsc*Δ mutations does not alter yeast growth during alcoholic fermentation. The values are the means and standard deviations of three independent experiments.

**Supplementary Figure 10 (Watanabe *et al.*)**

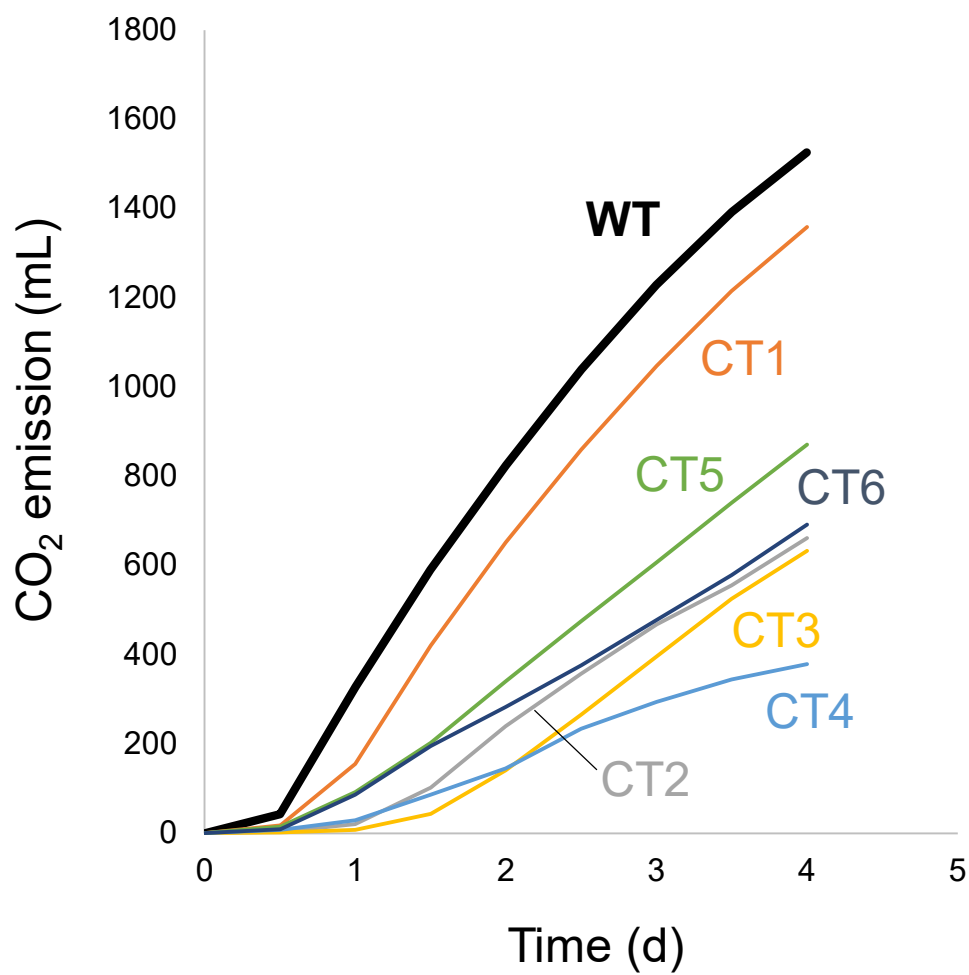

**Supplementary Figure 10** Fermentation rates of six randomly isolated caspofungin-toletant (CT) mutants of a laboratory strain X2180. Yeast cells were statically incubated in YPD20 medium without shaking to monitor carbon dioxide emission during alcoholic fermentation.

# Supplementary Figure 11 (Watanabe *et al.*)

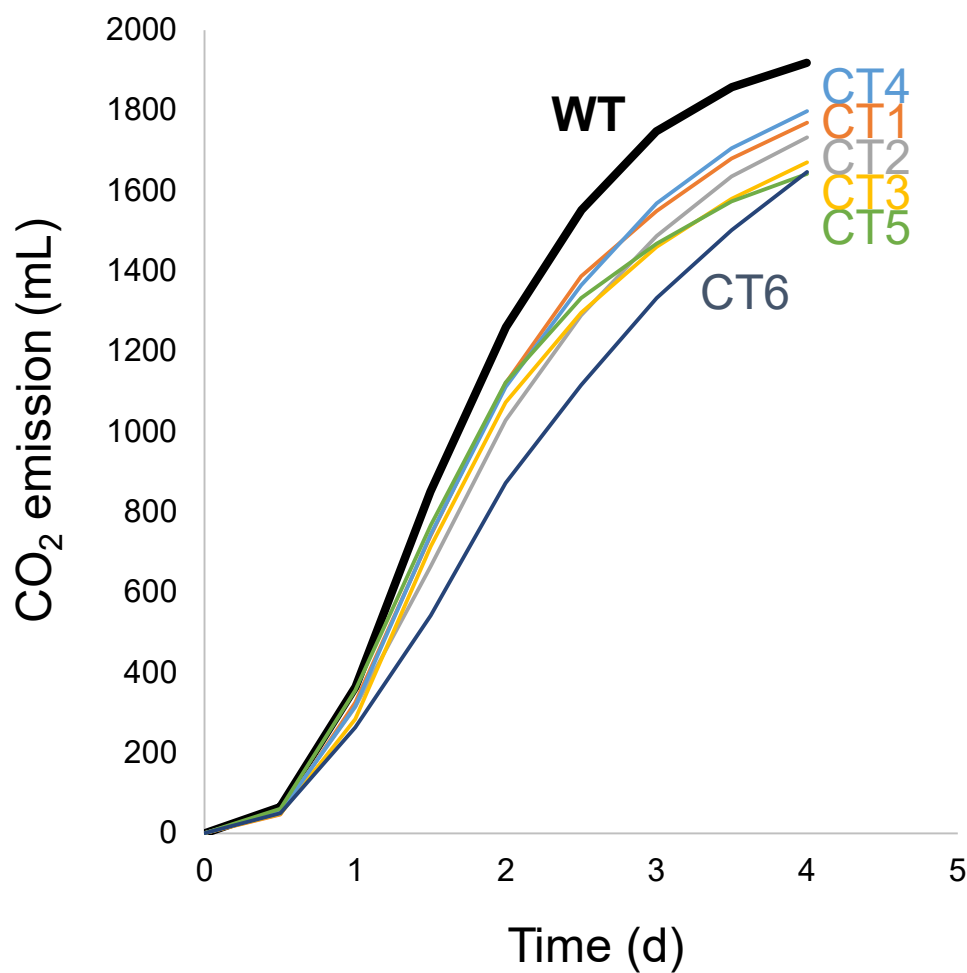

**Supplementary Figure 11** Fermentation rates of six randomly isolated caspofungin-tolerant (CT) mutants of a sake strain K701. Yeast cells were statically incubated in YPD20 medium without shaking to monitor carbon dioxide emission during alcoholic fermentation. The CT6 mutant corresponds to the caspofungin tolerant mutant, used for sake fermentation test in Figure 2.

## Supplementary Figure 12 (Watanabe *et al.*)

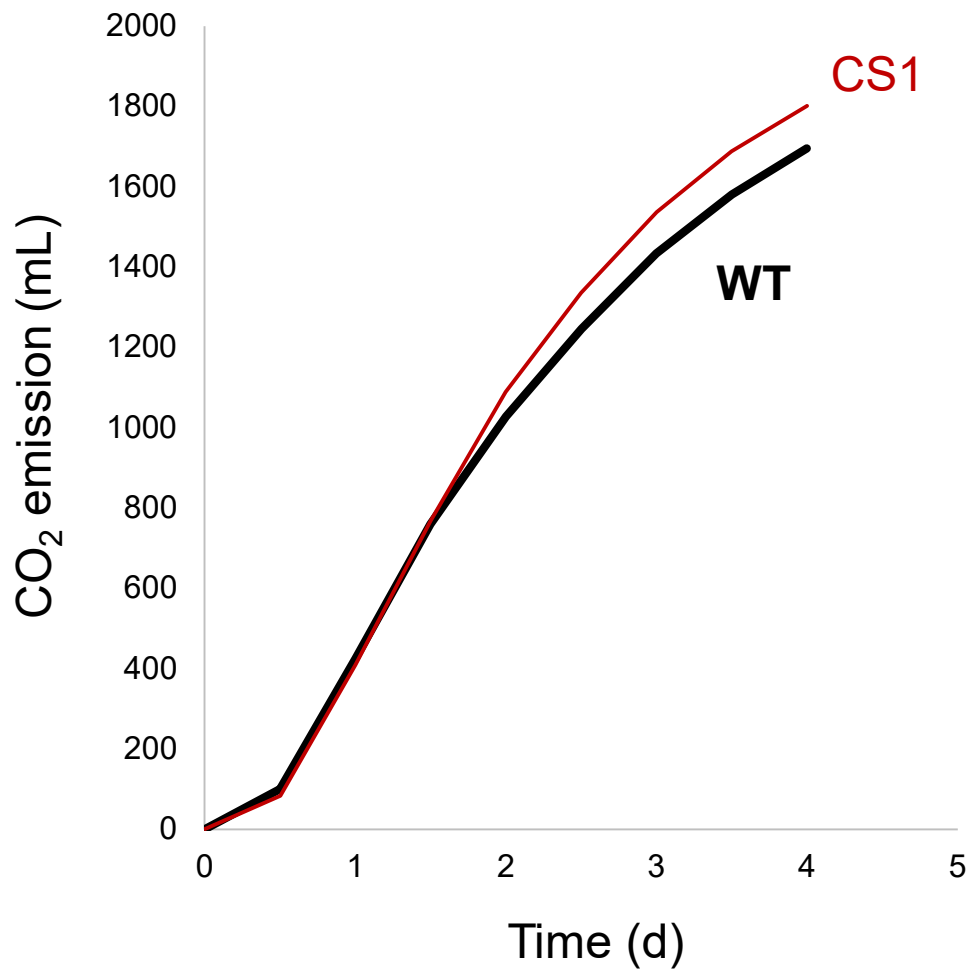

**Supplementary Figure 12** Fermentation rate of an isolated caspofungin-sensitive (CS) mutant of a sake strain K701. Yeast cells were statically incubated in YPD20 medium without shaking to monitor carbon dioxide emission during alcoholic fermentation.

**Supplementary Table 1** Differentially expressed genes (DEGs) between WT and *cdc55Δ* in the early stage of alcoholic fermentation.

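The deposited counts of the listed genes were set beside the table. All 78 genes of part a were higher in cdc55Δ, with a median log2 fold change of 1.37 and a range from 0.79 for UGP1 to 3.17 for HSP12, and 67 of them were at least 2-fold higher. A further 42 features at least 2-fold higher are not in part a. The 10 genes with the smallest q-values in part a include GPH1, which encodes glycogen phosphorylase and rose from 686 to 2961 counts, and HXK1, which encodes a hexokinase and rose from 769 to 2519. Their log2 fold changes were 2.28 (95% interval 2.16 to 2.40) and 1.88 (1.76 to 2.00). The others, besides HSP12, CTT1 and RTC3, were PRM10, its neighbour YJL107C, MPC3, AMS1 and PNS1, with log2 fold changes from 1.77 for PNS1 to 2.19 for PRM10. PRM10 and YJL107C overlap by a few bases on the minus strand of chromosome X, so reads at their border can belong to either. Of part b, 8 genes were read, whereas the percentages in Supplementary Table 2b imply 44 decreased genes. The 8 are therefore reported one by one and in no set test. Besides CDC55 they were the phosphate genes PHO12, SPL2, PHO84, PHM6, PHO11 and PHO89 and the iron gene FET3. PHO84 (YML123C, chromosome XIII from 24037 to 25800), which encodes the high-affinity phosphate transporter, fell from 26248 to 2389 counts, a log2 fold change of -3.29 (-3.35 to -3.23). FET3 (YMR058W, chromosome XIII from 388822 to 390732), which encodes a multicopper oxidase of iron uptake, fell from 11518 to 817 counts, a log2 fold change of -3.65 (-3.75 to -3.55). SPL2 and PHM6 had log2 fold changes of -3.71 and -3.24, and PHO89 one of -2.31. PHO12 and PHO11 share 75.2% of their 100-base stretches with other sites in the genome, so their log2 fold changes of -3.82 and -2.68 are uncertain.

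**Figure D3:**
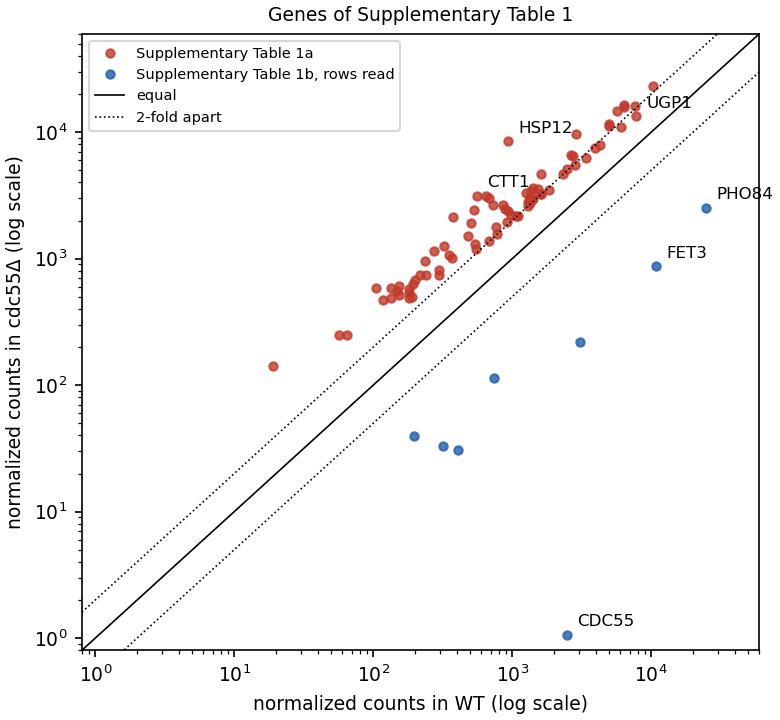
TMM-normalized counts in WT (x axis, log scale) and in cdc55Δ (y axis, log scale) of the 78 genes of Supplementary Table 1a (red) and of the 8 genes read of Supplementary Table 1b (blue), 1 library per strain, with lines for equal counts (solid) and for counts 2-fold apart (dotted). The red points lie above the solid line and the blue points below the lower dotted line, with CDC55 at 2470 normalized counts in WT and 1.1 in cdc55Δ.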

a) Genes with increased expression in *cdc55Δ*

b) Genes with decreased expression in *cdc55Δ*

| gene_id | a.value     | m.value     | p.value     | q.value     | rank | estimat | Genbank_ID     | Gbkey | Gene         | Product                                         |
|---------|-------------|-------------|-------------|-------------|------|---------|----------------|-------|--------------|-------------------------------------------------|
| ma2051  | 5.678694947 | 11.17633812 | 7.08878E-76 | 4.551E-72   | 1    | 1       | NM_001181055.1 | mRNA  | <i>CDC55</i> | protein phosphatase 2A regulatory subunit CDC55 |
| ma2860  | 9.684342801 | 3.814632776 | 2.0534E-33  | 2.63656E-30 | 5    | 1       | NM_001179346.1 | mRNA  | <i>PHO12</i> | acid phosphatase PHO12                          |
| ma2767  | 6.812439348 | 3.727864934 | 4.42984E-11 | 1.59049E-08 | 17   | 1       | NM_001179266.1 | mRNA  | <i>SPL2</i>  | Spl2p                                           |
| ma4609  | 11.58557067 | 3.641705036 | 1.41793E-40 | 3.03436E-37 | 3    | 1       | NM_001182556.1 | mRNA  | <i>FET3</i>  | ferroxidase FET3                                |
| ma4406  | 12.95372874 | 3.282023437 | 7.12472E-37 | 1.14352E-33 | 4    | 1       | NM_001182486.1 | mRNA  | <i>PHO84</i> | phosphate transporter PHO84                     |
| ma1250  | 6.671623536 | 3.253802679 | 6.91617E-08 | 1.20005E-05 | 37   | 1       | NM_001180589.1 | mRNA  | <i>PHM6</i>  | Phm6p                                           |
| ma100   | 8.173363148 | 2.682740553 | 1.16658E-10 | 3.74471E-08 | 20   | 1       | NM_001178239.1 | mRNA  | <i>PHO11</i> | acid phosphatase PHO11                          |
| ma525   | 6.461079483 | 2.322200464 | 0.000587934 | 0.032261019 | 117  | 1       | NM_001178644.1 | mRNA  | <i>PHO89</i> | Pho89p                                          |

Supplementary Table 2 Top 5 estimated transcription factors responsible for DEGs.

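The percentages in the table are shares of the increased or decreased genes that a database lists as targets of a factor. Part a lists 73 of the 78 increased genes under Msn2p, 68 under Msn4p and 39 under Gis1p, and all 68 Msn4p genes and all 39 Gis1p genes are also listed under Msn2p. The genes were picked from these libraries for their rise, so a high median is built into each list. The median log2 fold change was 1.37 over the 73 Msn2p genes and 1.60 over the 39 Gis1p genes. Part a also lists 62 genes under Rlm1p and 54 under Fhl1p, with medians of 1.38 and 1.37, close to that under Msn2p. The 34 genes listed under Msn2p or Msn4p and not under Gis1p had a median of 1.20. The 5 genes under none of Msn2p, Msn4p and Gis1p were AFR1, ATG7, INH1, SLT2 and YLR154C-G, with a median of 1.45. Part b lists 26 genes under Hfi1p and 28 under Snf2p. All of them were lower in cdc55Δ, from -3.82 for PHO12 to -0.86 for FET4 under Hfi1p and to -0.87 for DSE1 under Snf2p. WSC4 (YHL028W, chromosome VIII from 48763 to 50580) is listed in part b, and its counts were 2141 in WT and 723 in cdc55Δ, a log2 fold change of -1.40 (95% interval -1.52 to -1.28).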

a) Genes with increased expression in *cdc55* Δ

| Rank | Transcription Factor | % in user set | % in <i>S. cerevisiae</i> | p-value | Target ORF/Genes                                                                                                                                                                                                                                                                                                                                                                                                 |
|------|----------------------|---------------|---------------------------|---------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1    | Gis1p                | 50.00%        | 5.52%                     | 0       | FMP45 YDL124W TMA17 GPM2 FMP16 TPS2 GLC3 GPP2 SHC1 HSP12 RCK1 GPG1 STF2 NQM1 FMP48 GID10 CTT1 RTC3 HXT5 CRG1 OM45 COX5B GTT1 YPS6 TPK1 YJL163C APE1 CWP1 GID11 MSC1 PGM2 DDR48 YMR196W GAD1 YNL194C YGP1 LSP1 GPH1 UGA2                                                                                                                                                                                          |
| 2    | Msn4p                | 87.18%        | 2.74%                     | 0       | TPS1 ARA1 YCL042W GLK1 FMP45 STF1 YDL124W TMA17 GPD1 GPM2 FMP16 TPS2 EMI2 GLC3 PHM8 GPP2 SHC1 HSP12 HXK1 RCK1 AMS1 GPG1 PNC1 STF2 NQM1 FMP48 GID10 CTT1 MPC3 SOL4 RTC3 HXT5 CRG1 OM45 COX5B PFK26 GTT1 YPS6 TPK1 YJL163C PRM10 YJL107C MCR1 APE1 CWP1 MSN4 UGP1 UBI4 AHP1 GID11 GSY2 DCS1 MSC1 TSL1 PGM2 DDR48 YMR196W GAD1 YNL194C YGP1 PNS1 GSP2 ALD4 DBP1 IRC15 LSP1 GPH1 UGA2                                |
| 3    | Msn2p                | 93.59%        | 2.24%                     | 0       | TPS1 ARA1 YCL042W GLK1 FMP45 STF1 YDL124W TMA17 GPD1 GPM2 FMP16 TPS2 SED1 EMI2 GLC3 PHM8 GPP2 SHC1 HSP12 HXK1 RCK1 AMS1 GPG1 PNC1 STF2 NQM1 FMP48 GID10 CTT1 GPC1 MPC3 SOL4 RTC3 HXT5 CRG1 OM45 COX5B PFK26 GTT1 YPS6 TPK1 YJL163C PRM10 YJL107C KDX1 MCR1 APE1 CWP1 MSN4 UGP1 UBI4 AHP1 GID11 GSY2 DCS1 MSC1 TSL1 PGM2 DDR48 YMR196W GAD1 YNL194C YGP1 YNL115C PNS1 GSP2 ALD4 DBP1 IRC15 LSP1 GPH1 UGA2 YJL070C |
| 4    | Rlm1p                | 79.49%        | 8.06%                     | 0       | TPS1 GLK1 FMP45 STF1 YDL124W TMA17 GPD1 GPM2 FMP16 TPS2 SED1 AFR1 GLC3 PHM8 GPP2 HSP12 HXK1 RCK1 AMS1 GPG1 PNC1 STF2 NQM1 FMP48 GID10 CTT1 GPC1 MPC3 SOL4 SLT2 RTC3 HXT5 CRG1 OM45 COX5B PFK26 GTT1 YPS6 PRM10 YJL107C KDX1 MCR1 CWP1 MSN4 UGP1 GID11 GSY2 DCS1 MSC1 TSL1 PGM2 DDR48 YMR196W GAD1 YNL194C YGP1 YNL115C PNS1 ALD4 LSP1 GPH1 UGA2                                                                  |
| 5    | Fhl1p                | 69.23%        | 2.70%                     | 1E-15   | TPS1 ARA1 YCL042W GLK1 FMP45 INH1 STF1 YDL124W TMA17 GPD1 GPM2 FMP16 TPS2 AFR1 EMI2 GLC3 PHM8 GPP2 HSP12 HXK1 AMS1 GPG1 PNC1 STF2 NQM1 GID10 CTT1 MPC3 SOL4 RTC3 HXT5 CRG1 OM45 COX5B YPS6 TPK1 MCR1 APE1 UGP1 UBI4 GID11 GSY2 DCS1 MSC1 TSL1 PGM2 DDR48 GAD1 YNL194C YGP1 GSP2 ALD4 GPH1 UGA2                                                                                                                   |

b) Genes with decreased expression in *cdc55* Δ

| Rank | Transcription Factor | % in user set | % in <i>S. cerevisiae</i> | p-value     | Target ORF/Genes                                                                                                                                                     |
|------|----------------------|---------------|---------------------------|-------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1    | Hfi1p                | 59.09%        | 1.80%                     | 1.031E-09   | PHO5 PHO89 BSC1 PHM6 MFA1 VTC1 DSE1 FTR1 YHB1 WSC4 SPL2 DSE2 PHO12 VTC4 HMS2 PHO84 DIA1 FET4 ENB1 YOL014W YOR385W VTC3 PHO11 YER137C-A YER159C-A YPL257W-A           |
| 2    | Hsf1p                | 61.36%        | 1.43%                     | 8.40867E-08 | PHO5 PHO89 HSP30 BSC1 PHM6 MFA1 VTC1 DSE1 FTR1 ZRT1 WSC4 SPL2 DSE2 PHO12 VTC4 HMS2 PHO84 DIA1 FET4 ENB1 YOL014W SFG1 VTC3 PHO11 YER137C-A YER159C-A YPL257W-A        |
| 3    | Snf2p                | 63.64%        | 1.34%                     | 1.71398E-07 | PHO5 PHO89 BSC1 PHM6 MFA1 SIT1 DSE1 FTR1 ZRT1 YHB1 ARN2 SPL2 DSE2 PHO12 CSS1 VTC4 HMS2 PHO84 FET3 DIA1 ENB1 YOL014W YOR385W VTC3 PHO11 YER137C-A YER159C-A YPL257W-A |
| 4    | Spt3p                | 45.45%        | 1.62%                     | 1.40885E-06 | PHO5 PHO89 PHM6 FTR1 ZRT1 YHB1 WSC4 SPL2 DSE2 PHO12 CSS1 VTC4 HMS2 PHO84 ENB1 VTC3 PHO11 YER137C-A YER159C-A YPL257W-A                                               |
| 5    | Upc2p                | 25.00%        | 2.64%                     | 3.27097E-06 | BSC1 SIT1 FTR1 ARN2 ARN1 WSC4 PHO12 FET3 FRE4 TDA6 PHO11                                                                                                             |

**Supplementary Table 3** Primers used in qRT-PCR analysis.

| Name        | Sequence               |
|-------------|------------------------|
| CTT1-RT-Fw  | CGCCGCTCCATACCAGAAT    |
| CTT1-RT-Rv  | CGGTGGAAAAACGAACAAGAC  |
| HSP12-RT-Fw | ACATCACTGACAAGGCCGACA  |
| HSP12-RT-Rv | GCGTTATCCTTGCCTTTTTTCG |
| PGM2-RT-Fw  | GGTGACTCCGTCGCAATTAT   |
| PGM2-RT-Rv  | CGTCGAACAAAGCACAGAAA   |
| UGP1-RT-Fw  | ATCGAGCAATTTGGAGATGG   |
| UGP1-RT-Rv  | AACCAGCAACAAATCGGAAC   |
| WSC1-RT-Fw  | GCGGGAACAAGACAGGATG    |
| WSC1-RT-Rv  | AGTTTGCCCTTTGGTGTGCT   |
| WSC2-RT-Fw  | TTCTTCTCCTTCCACCACTTCC |
| WSC2-RT-Rv  | GGGGTAGAAGTGACCGTTGC   |
| WSC3-RT-Fw  | TTGGTGTTGTGTTTGGCGTAA  |
| WSC3-RT-Rv  | ACCGAACGAATAGGGCTGATAA |
| WSC4-RT-Fw  | CACACGCCTTCACCATCTTC   |
| WSC4-RT-Rv  | CGTGCTTGGGTCATTTGGT    |
| ACT1-RT-Fw  | GGTTGCTGCTTTGGTTATTGA  |
| ACT1-RT-Rv  | TTTTGACCCATACCGACCAT   |

# Supplementary material for: Rational design of alcoholic fermentation targeting extracellular carbon
**Source:** NPJ Sci Food. 2023 Jul 21;7:37. doi: 10.1038/s41538-023-00215-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequences determined in the RNA-seq analysis of BY4741 wild-type and cdc55Δ cells were deposited in the NCBI GEO repository under accession number GSE220072.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

How the deposited data were processed for this re-analysis (not part of the article)

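RNA-seq libraries of BY4741 WT and cdc55Δ cells after 6 h in YPD20 medium, 1 per strain, were analysed from the authors' table of 6420 features. For the counts, the authors demultiplexed the reads with Cutadapt, mapped them to the S288C genome with hisat2 and deposited whole-number counts per annotated transcript. The paper's text names neither the counting tool, the strand setting nor the handling of reads that map to several sites, so genes with near-identical copies, and overlapping or antisense genes, are uncertain. The authors also deposited RPKM values, made from each count, the listed length and the sum of counts in the library, and TPM values, scaled to a fixed sum per library. The RPKM values are quoted as deposited, and the TPM values were not used.

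The features were matched to the R64 annotation by their RefSeq accessions. Of 6106 features with an accession, 6103 matched, and 241 tRNA genes were placed by their neighbours. Of 6344 matched features, 6015 have the length of the R64 gene. No feature lacked a name.

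Log2 fold changes of cdc55Δ over WT were computed in Python 3.11.15 with pandas 2.3.3 and SciPy 1.17.1 from the counts, scaled by TMM in edgeR 4.0.16 (R 4.3.3), with a prior count of 0.5. Intervals are 95% Clopper-Pearson intervals of the share of a gene's reads in cdc55Δ and cover counting error only. PCR copies are not independent molecules, so these intervals are lower limits of the error. A fold against a library with at most 3 counts is given as a bound against 3 counts, and none is given where both libraries have at most 3. A feature counted as changed at least 2-fold had a mean of at least 50 normalized counts. No p-value across genes is given, because 1 library per strain leaves no replicate error. The study's named steps, iterated DEGES normalization and edgeR's exact test, were repeated. The paper's text does not name how the dispersion was set, so a common dispersion estimated without replicates was chosen here. Under the same exact test, the paper's p-values for the 86 genes read imply dispersions from 0.01315 to 0.1156 that fall with the mean count. These values argue against this common dispersion as the study's setting. Only the number of calls and their overlap with Supplementary Table 1a are reported. edgeR's quasi-likelihood test could not be fitted to 1 library per strain.

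Gene lists were written before the data were examined, 18 in all: the Msn2/4p genes measured by qRT-PCR, UDP-glucose synthesis, trehalose metabolism, glycogen metabolism, the 1,3-β-glucan synthesis pathway, glycolysis and ethanol formation, hexose transporters, phosphate starvation, iron uptake, zinc uptake, daughter cell separation, cell wall integrity pathway targets, PP2A subunits and regulators, heat shock proteins, auxotrophic markers of BY4741, both mating types and cytoplasmic ribosomal proteins. For 17 of them the median log2 fold change was placed among 10000 random lists matched in 20 expression bins, and percentiles under 2.5 or over 97.5 were taken as past the threshold. Several lists hold genes that the paper calls from these same libraries, so their percentiles are not independent of the paper's calls. CDC55 was left out of the list of PP2A genes, and the auxotrophic markers are given as counts. The genes named are CDC55, the genes the paper names for transcription, UDP-glucose or 1,3-β-glucan, the 8 genes read of Supplementary Table 1b, the 10 with the smallest q-values in Supplementary Table 1a, the 5 largest rises and the 5 largest falls among features with a mean of at least 50 normalized counts, and the member of each list with the largest change. Genes named beyond this rule were chosen after their values were seen.

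The alternatives were DESeq2 size factors (DESeq2 1.42.0), library size only, upper-quartile and iterated DEGES normalization, other count minimums, prior counts and fold thresholds, protein-coding genes only, fixed coefficients of variation, a likelihood ratio test and random lists that were not matched. A dispersion that falls with the mean count was added after seeing the data. Its form was chosen after the dispersions that the paper's p-values imply had been computed, and its coefficients were fitted to the counts. The calls were tested on 5 simulated tables of 6420 features with 200 changed genes, in which 98.9% of the genes changed 3-fold or more were found at least 2-fold apart. The simulated counts were drawn with the common dispersion estimated here, so they do not test that choice. The percentiles were tested on 100 random lists of 15 genes. Of these, 8 were past the threshold, where 5 are due by chance, and 100 were past it after 0.5 was added to each log2 fold change. The trend with GC content and length was removed with lowess fits (statsmodels 0.14.6, span 0.3), and the fits were repeated on 200 resamplings of the genes.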

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

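The results below concern genes that the paper lists or measures without discussing them, found in 1 library per strain. The tests on the tRNA gene and its neighbours, on shared reads, on zinc uptake, cell separation and mating genes and on rRNA were chosen after the result was seen. The tests of Ty1 sequence identity and of the GC and length trend for phosphate and iron genes were set out beforehand, and the resampling of that trend was added after the result was seen. The biological difference in the design is the loss of Cdc55p.

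The tRNA-Asp gene YNCL0008W, on chromosome XII from 427132 to 427203, had 2664 counts in WT and 10 in cdc55Δ, a log2 fold change of -7.82 (95% interval -8.95 to -7.01). It had the largest fall after CDC55. The other 16 tRNA-Asp genes had at most 64 counts in WT, and 10 of the 11 that could be placed have the same sequence, so reads shared evenly among copies would not single out this one. The other 188 tRNA genes with a mean of at least 10 normalized counts had a median log2 fold change of -0.20 and none fell below -1.64, which argues against weaker tRNA recovery as the cause. The neighbouring genes PUT1 and DPH6 changed by -0.11 and 0.03, but transcription running in from them can change without their own counts, and reads between genes were not measured, so it stays open. A Ty1 element near the gene in the WT culture only was a candidate explanation, because Ty1 elements insert beside tRNA genes. It predicted that the Ty1 gag genes that fell most would be each other's closest relatives. The 2 that fell most, YER159C-A and YER137C-A, were 98.7% identical, and YER159C-A held rank 19 among the copies closest to YER137C-A. YPL257W-A, which fell next most, is identical to YER137C-A, but so are copies that did not fall. The test ran on genes chosen for their fall and does not decide, so this explanation stays open. Another kind of local sequence difference between the cultures was not tested and stays open, as does an effect of Cdc55p.

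The Ty1 gag genes YER137C-A and YER159C-A, both on chromosome V, had log2 fold changes of -2.15 and -2.19. The paper's Supplementary Table 2b lists both among decreased genes. The other 43 gag genes with a mean of at least 10 normalized counts had a median of -0.28, and 35 of the 43 were lower. The 29 of them that have the length of these 2 genes had a median of -0.34. A general fall of the Ty signal is thus too small to account for these 2 genes. All 100-base stretches of both genes (100%) occur elsewhere in the genome, so the counts depend on how reads with several sites were placed, which the paper's text does not name. YMR051C, identical to YER159C-A in its gag sequence, had a log2 fold change of 0.89, and of the copies identical to YER137C-A, YPL257W-A had one of -1.94, YLR157C-A one of -0.10 and YDR365W-A one of 0.05. The placement of reads and a change at these elements stay open.

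The 20 phosphate starvation genes had a median log2 fold change of -1.21, at percentile 0 of the random lists, and 19 of them were lower. PHM8, at 1.19, was the exception and is in Supplementary Table 1a. Over the 18 genes without a 100-base stretch found elsewhere the median was -1.03, and after removal of the GC and length trend it was -1.21, so neither shared reads nor that trend accounts for the fall. The 18 iron uptake genes had a median of -0.77, also at percentile 0, and all 18 were lower. The median was -0.72 over the 17 genes without a shared stretch and -0.71 after removal of the trend, over the 17 genes that entered it. A difference between the cultures other than the loss of Cdc55p, such as in phosphate or iron left in the medium, cannot be told apart from an effect of Cdc55p with 1 library per strain.

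The 12 daughter cell separation genes had a median log2 fold change of -0.58 and the 6 genes of mating type a also had one of -0.58, both at percentile 0. DSE2 fell most among the former, with -0.98, and MFA1 among the latter, with -1.34. No member of either list has a 100-base stretch found elsewhere, so the medians without shared reads are the same, -0.58 and -0.58. After removal of the GC and length trend they were -0.60 and -0.59, which argues against that trend. The 6 zinc uptake genes had a median of -0.22, at percentile 1.67, with ZRT1 lowest at -1.31. With no shared stretch in any of them the value stays at -0.22. After removal of the trend it was -0.23 (95% interval over 200 resamplings of the fit -0.24 to -0.21), past the lower edge of the random lists after the same removal, -0.18, which argues against that trend. Of the 17 lists, 11 were past the threshold. Some lists share genes, and several hold genes that the paper calls from these same libraries, so this number has no chance level to be held against. For the same reason the percentile of such a list is not independent of the paper's calls. A difference between the cultures other than the loss of Cdc55p cannot be told apart from its effect for these lists either, with 1 library per strain.

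The 4 features of 25S and 18S rRNA had 6628 counts in WT and 13990 in cdc55Δ, with a median log2 fold change of 1.20. The external transcribed spacers, which are cut from the same precursor, had a median of -0.19 over 3 features. A rise of the mature rRNA without its external spacers could come from less complete rRNA depletion in the cdc55Δ library. Internal spacers were not compared. Slower decay of mature rRNA was not tested.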

How the results depend on the processing

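No paired analysis was possible because each strain has 1 library, so the strains share only 1 replicate number and no replicate can be left out.

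Under DESeq2 size factors, library size only, upper-quartile normalization, iterated DEGES normalization, a minimum mean of 200 normalized counts, a prior count of 2 and protein-coding genes only, the numbers of features at least 2-fold higher and lower stayed within 1.5 times 109 and 59, from 82 to 111 higher and from 41 to 63 lower. Without a count minimum there were 170 higher and 163 lower, which moves the share of higher features from 64.9% to 51.1%, and with a minimum mean of 10 there were 94 lower. A threshold of 1.5-fold gave 296 and 169, and one of 4-fold gave 14 and 16, by construction. All 109 and 59 features are among those of the 1.5-fold threshold and of the lower minimums.

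For the calls of iterated DEGES and edgeR's exact test with the common dispersion chosen here, 193 higher and 93 lower, TMM normalization, library size only, a coefficient of variation of 0.1, a minimum mean of 10 and the likelihood ratio test gave from 176 to 233 higher and from 94 to 110 lower. A coefficient of variation fixed at 0.2 gave 42 and 25, and one fixed at 0.4 gave 0 and 2, by construction of a larger assumed spread. A dispersion falling with the mean count, chosen after seeing the data and in a form taken from the paper's p-values, gave 83 and 43. Without replicates the data do not say which dispersion applies.

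Of the 51 named genes with a fold change, 44 stayed within their counting interval under the 5 alternatives, and the other 7 moved by at most 0.04. The values of ROM2 and ACT1 changed sign through the shift that another scaling gives to all genes alike, but both counting intervals include 0, so neither had a direction to begin with. Of the 17 gene lists, 16 kept their direction and their side of the threshold under the alternatives that could be run. The genes of mating type alpha, with a median of -0.45, went from percentile 12.7 to 0.44 when the random lists were not matched on expression. With a minimum mean of 50 normalized counts that list could not be run, because too few of its genes were left.

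Depth limits the genes with few counts, such as GID10, and says nothing about the spread between cultures, which limits every result here.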

Differences from the paper's values

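The study's q-value threshold of 0.05 gave 193 features higher in cdc55Δ when its named steps were repeated with a common dispersion chosen here, against the paper's 78 in Supplementary Table 1a. It gave 93 lower, against the paper's 44, the number that the percentages in Supplementary Table 2b imply. The paper's text does not name how the dispersion was set. Its p-values for the 86 genes read imply dispersions from 0.01315 to 0.1156 under the same exact test, which argues against a common dispersion there. None of the alternatives set before the data were examined closed either gap. They gave 191 and 95 with TMM normalization, 176 and 97 with library size only, 233 and 110, 42 and 25, and 0 and 2 with a coefficient of variation fixed at 0.1, 0.2 and 0.4, 195 and 94 with a minimum mean of 10 normalized counts, and 197 and 97 with the likelihood ratio test. A dispersion falling with the mean count, chosen after seeing the values, gave 83 and 43 and called 77 of the paper's 78 genes, all but UGP1. Its form was chosen from the paper's own p-values, with coefficients fitted to the counts, so these numbers are not an independent check of the paper's calls.

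The log2 values of the 86 genes read of Supplementary Table 1 are of WT over cdc55Δ. With the sign turned to cdc55Δ over WT, the paper's values and those here had a median absolute difference of 0.0077. The largest difference was that of CDC55, 0.58, which has 1 count in cdc55Δ and depends on the prior count. With iterated DEGES normalization and no prior count, each of the 86 genes, CDC55 included, differed by -0.0026.

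The legend of Supplementary Fig. 1 assigns G1 to WT and G2 to cdc55Δ, and the axis subtracts G1 from G2, so that genes higher in cdc55Δ would lie above 0. In Supplementary Table 1 the sign is the other way, with CDC55 above 0, and here CDC55 had 2614 counts in WT and 1 in cdc55Δ.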

Other observations

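The test of ribosomal protein genes, those of upstream motifs and those of GC content and shared reads for WSC4 were set out before their results were seen, and the comparison of scalings for WSC4 was chosen afterwards.

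The genes of the 1,3-β-glucan synthesis pathway went both ways at 6 h. The median over 12 genes was -0.04, at percentile 23.9 of the random lists. Among the cell wall sensors, WSC1 (SLG1 in the annotation) had a log2 fold change of -0.09, WSC2 one of -0.29 and WSC3 one of -0.14, with an interval from -0.31 to 0.02 that includes 0. MID2 was at 0.21 and MTL1, with 71 and 117 counts, at 0.89. ROM1 was at 0.54 and RHO1 at 0.14. FKS1 was at 0.42, while FKS2 (GSC2) was at -0.29 and FKS3 at -0.48. RIM15 was at 0.33. The paper's measurements of WSC3 and WSC4 in Supplementary Fig. 6 compare WT with msn2/4Δ over time, a comparison these libraries do not hold.

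WSC4 was lower in cdc55Δ at 6 h although the genes listed under Msn2p and Msn4p in Supplementary Table 2a were higher. No 100-base stretch of WSC4 occurs elsewhere in the genome (0%), its log2 fold change was -1.41 after removal of the GC and length trend, and the scaling that brought it closest to 0 gave -1.39. These tests argue against shared reads, that trend and the scaling. A difference between the cultures was not testable, and a lower WSC4 level on loss of Cdc55p at this time point is a hypothesis from 1 library per strain.

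A candidate explanation for the rise of stress genes is binding of Msn2/4p to the stress response element AGGGG. Of 104 protein-coding genes at least 2-fold higher, 50 (48.1%) had at least 2 such motifs on either strand within 500 bases upstream, against a median of 8.65% and a highest share of 20.2% over 10000 random sets matched on expression. Of the rearrangements of the same bases, GGAGG and GGGGA at 24.0% and GGGAG at 21.2% were also above the highest share of their random sets, by less. GAGGG at 19.2% was below its highest random share of 21.2% but still at percentile 99.9. The rearrangements were thus enriched too, so part of the AGGGG share may not be specific to that motif. Of 57 protein-coding genes at least 2-fold lower, CDC55 left out, 2 had at least 2 AGGGG motifs. The values are consistent with direct binding at part of the genes, and binding itself was not measured. The 78 genes of Supplementary Table 1a kept a median of 1.35 after removal of the GC and length trend.

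A general slow-growth response was tested as another hypothesis, since it would lower ribosomal protein genes. The median over 132 of them was 0.0418, at percentile 65.7, so these libraries do not show such a fall.

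Cell wall integrity pathway targets had a median of 0.73 over 15 genes, at the 100th percentile, led by PRM10, with 6 of the 15 in Supplementary Table 1a. PP2A subunits and regulators other than CDC55 had a median of 0.25, at percentile 99.7, and IGO2 was highest at 0.36. Hexose transporters had a median of 0.09, at percentile 76.9, with HXT5 at 1.98. ENO1, at 0.49, had the largest change in the list of glycolysis and ethanol formation. HSP42, at 0.78, had it in the heat shock protein list and RPS30B, at 0.54, in the ribosomal protein list. HSP12, at 3.17, HXK1, at 1.88, and GLK1, at 1.37, are not in these lists. TPS2 was at 1.35.

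Of the auxotrophic markers, URA3 had 0 counts in both libraries, LEU2 had 0 in WT and 2 in cdc55Δ and MET17 had 1 and 0, whereas HIS3 had 1624 and 1275. COX13 and RPS26A, on either side of CDC55, had log2 fold changes of 0.43 and 0.04.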
